A study of Homo sapiens with 28 samples.

How the data were processed

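The series holds a pooled CRISPR knockout screen and an RNA-seq experiment, both in U2OS, a human osteosarcoma cell line. The screen compared U2OS cells with wild-type p53 (WT) and a p53 knockout derivative (KO), each transduced with a genome-wide library of guide RNAs. Guides were counted in genomic DNA at the start (T0) and after 96 h in DMSO, the solvent control, or in 5 µM etoposide, a poison of topoisomerase II that leaves DNA double-strand breaks. The sample titles label the screen libraries without etoposide at 96 h as untreated, and they are called DMSO here. There were 6 groups of 3 libraries, lettered A, B and C, 18 in all. In the RNA experiment, U2OS cells with wild-type p53 were kept for 8 h in medium conditioned by WT or KO donor cells that had been given DMSO or 31.6 µM etoposide. With the cells taken at T0 this made 5 groups of 2 libraries, lettered A and B, 10 in all.

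The authors deposited raw counts for both assays, 1 value per guide and library in the screen and 1 per gene symbol and library for the RNA. The submitters' processing notes name Bowtie2 and DESeq2 for the screen, and DESeq2 with the human build hg19 for the RNA, without versions. The RNA aligner, the gene annotation, the strand setting and the guide library are not given in the sources used here. Guides with few reads appear to be missing from the deposited counts, since the lowest mean count of a listed guide over the 18 libraries was 62.6. The authors' deposited table compares the etoposide media of KO and WT donors. It holds log2 fold changes with their standard errors per the file headers, a test score (the DESeq2 Wald statistic per the file headers) and p-values, raw and adjusted, per the file headers. Nothing in the labels states that libraries of a group came from separate cultures, so p-values here measure only the spread between these samples.

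In the screen table, 109367 guides were listed, of which 999 were non-targeting, and the filter on low counts (filterByExpr) kept all 109367. They belonged to 19050 gene names. The 19044 genes with at least 3 guides were tested, and 13928 of these had 6 guides; the 6 genes with fewer than 3 guides were left out. The RNA table listed 25807 symbols, of which 15391 passed the filter. A spreadsheet had turned 51 symbols into currency amounts, and 50 were restored by rule to a gene symbol. Of these, 34 could be checked against the authors' table, where all 34 agreed, and the others were not checked. The 11 symbols that begin with a lower-case loc and a number held 0.00145% of all RNA counts and stayed in the table. No column of per-sample values was left unmapped to a sample.

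Guide counts were scaled by TMM and fitted with edgeR's quasi-likelihood model over all 18 libraries, which share 1 estimate of the spread (12 residual degrees of freedom). A gene was called by edgeR's fry test over its guides, two-sided by direction, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Its size is the mean log2 fold change of its guides, and the error printed after ± is the SD over those guides. RNA counts were scaled by TMM and tested with edgeR's quasi-likelihood test over all 10 libraries (5 residual degrees of freedom), with the same adjustment and threshold, and errors of log2 fold changes are standard errors. Changes are given on the log2 scale unless named as a fold. Differences between genotypes or donors were tested as interaction terms of the same fits. Levels per group are CPM for transcripts and log2 CPM averaged over guides for screen genes (prior count 2), with the SD over libraries. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

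Gene lists were written before the data were examined, as were the tests, the groups, the other settings to try and the rule for named genes. There were 26 screen lists plus the olfactory receptor genes as a negative control, making 27 tested, and 22 RNA lists, of which 21 had measured members enough to test. The list of mitochondrially encoded genes had 0 measured symbols. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists of an assay and contrast. Camera with an estimated correlation and fry were run beside it. Camera asks whether a list's members moved differently from all other genes, whereas fry asks whether they moved one way on balance.

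Named genes follow a fixed rule. In each screen contrast they are, among called genes with at least 2 of every 3 guides sharing the sign of the mean, the 8 with the highest and the 8 with the lowest mean log2 fold change, plus the 3 members with the smallest p in each list. In each RNA contrast they are, among called genes with a mean of at least 1 CPM and no overlap between the libraries compared (no such condition for the interaction), the 10 with the highest and the 10 with the lowest log2 fold change, plus the 4 members with the smallest p in each list. TOP2A, MDM2 and CDKN1A are always eligible in the screen, and CDKN1A, MDM2, CXCL8, IL6 and IFIT1 in the RNA. The text prints a subset of these. Other genes are named only where a count of 5 or fewer members calls for it, and these were chosen after their values were seen.

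Both procedures were tested on simulated data drawn from the real means and library sizes. All features of an assay were given the same dispersion, and guides of a gene differed little in their simulated change. Changes in RNA were placed only in transcripts above a limit on mean counts. Recovery may thus be lower, and false calls more frequent, in the real data. For etoposide against DMSO in p53 WT cells (19044 genes), the screen procedure recovered 45% of genes changed by 0.25 and 97% of those changed by 0.5, with 7 unchanged genes called. For etoposide against DMSO in media of WT donors (15209 genes), the RNA procedure recovered 66% of genes changed by 0.5 and 95% of those changed by 1, with 6 unchanged genes called. The biological coefficient of variation between libraries of a group was 9.89% for guides and 6.19% for transcripts.

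Alternatives were DESeq2 size factors, scaling to the non-targeting guides or to total counts, no filter on low counts or a stricter one, the replicate letter as a block, edgeR or DESeq2 on guide counts summed per gene, limma on mean log2 CPM, DESeq2 for the RNA, a test against a fold of 1.5, fits of only the libraries compared, T0 as the reference, and each library left out in turn. Ratios of transcripts with 1 to 3 counts in a group are given with an exact 95% interval, and ratios against a group at 0 use a floor of 3 counts over the group. These intervals and floors cover counting error only.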

Results

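The screen counted guide RNAs in p53 WT and p53 KO U2OS cells at T0, after 96 h in DMSO and after 96 h in 5 µM etoposide, with 3 libraries in each of the 6 groups. Total counts in libraries A, B and C were 31.4, 44.7 and 40.6 M for WT T0, 45, 34.3 and 41.5 M for WT DMSO, and 33.2, 40.8 and 37.9 M for WT etoposide. They were 33.3, 48.2 and 42.2 M for KO T0, 36.3, 39.8 and 41 M for KO DMSO, and 37.5, 30.4 and 32 M for KO etoposide. The median guide had between 246 and 395 counts in a library. RNA was sequenced from U2OS cells at T0 (19 and 18.5 M counts in libraries A and B) and after 8 h in conditioned medium. The donors of that medium were WT cells with DMSO (19.9 and 19.7 M) or etoposide (19.5 and 16.8 M), or KO cells with DMSO (19.4 and 20.3 M) or etoposide (20.1 and 19.6 M). The recipients had wild-type p53 in every RNA library.

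Growth without drug was measured as DMSO at 96 h against T0. In p53 WT cells the largest losses included those of guides against GAPDH, a glycolytic enzyme (−0.93 ± 0.57, SD over 6 guides, 6 of 6 lower, adjusted p = 0.000209) and IARS2, the mitochondrial isoleucyl-tRNA synthetase (−0.75 ± 0.27, 4 of 4 guides, adjusted p = 0.000334). GAPDH and the cytosolic ribosomal proteins have many pseudogenes that their guides may also target, which was not checked and applies to their results in each screen comparison. Also lost were guides against TP53RK, a kinase of the tRNA-modifying KEOPS complex (−0.72 ± 0.55, adjusted p = 0.00097), and RAD9A, part of the clamp that activates ATR at damaged DNA (−0.66 ± 0.48, adjusted p = 0.00214). Guides against BCL2L1, which encodes the survival protein BCL-XL, fell by 0.46 ± 0.47 (adjusted p = 0.00494). Gains were smaller and were led by the olfactory receptor OR5AR1 (0.33 ± 0.32, 3 of 4 guides, adjusted p = 0.0335). The potassium channel KCNK10 (0.27 ± 0.12, 6 of 6 guides, adjusted p = 0.0114) and the transcription factor EBF3 (0.26 ± 0.16, 6 of 6 guides, adjusted p = 0.00373) followed. Guides against CDKN1A (−0.14, adjusted p = 0.0988), MDM2 (−0.15, adjusted p = 0.394) and TOP2A (−0.33, adjusted p = 0.208) did not pass the test.

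Of 19044 genes tested in p53 WT cells, 913 changed over 96 h of growth, 136 higher and 777 lower. Genes of the cytosolic ribosome fell as a group, with a median of −0.24 and 30 of 77 lower, none higher and 47 not called (56 lower adjusted over the list alone, camera adjusted p = 7.14e-33). Examples are RPL28 (−0.52 ± 0.28, adjusted p = 0.000249) and RPL34 (−0.41 ± 0.34, adjusted p = 0.000952). The mitochondrial ribosome had a median of −0.21 with 29 of 75 lower and 46 not called (51 lower adjusted over the list alone, adjusted p = 1.21e-36). It includes MRPL33 (−0.49 ± 0.41, adjusted p = 0.000249) and MRPL39 (−0.48 ± 0.23, adjusted p = 0.00022). DNA replication genes had a median of −0.19 with 10 of 39 lower (25 adjusted over the list alone, adjusted p = 1.15e-14), including the sliding clamp PCNA (−0.53 ± 0.36, adjusted p = 0.00388). ATP synthase subunits had a median of −0.16 with 7 of 15 lower (8 adjusted over the list alone, adjusted p = 2.66e-10). The Mediator list had a median of −0.15 with 6 of 32 lower (2 higher and 15 lower adjusted over the list alone, adjusted p = 2.45e-07). The ATR-CHK1 checkpoint had a median of −0.12 with ATR, PKMYT1 and RAD9A lower of 17 (8 adjusted over the list alone, adjusted p = 0.000308). The proteasome stood at −0.11 with PSMA7, PSMC5 and PSMD12 lower of 31 (5 adjusted over the list alone, adjusted p = 4.24e-07).

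Glycolysis genes had a median of −0.03 and a mean of −0.12 in p53 WT growth, with 6 of 20 lower (1 higher and 6 lower adjusted over the list alone, adjusted p = 0.00183). Non-homologous end joining, which rejoins broken DNA, had a median of −0.02 and a mean of −0.10, with MAD2L2, RIF1 and XRCC5 lower of 18 (5 adjusted over the list alone, adjusted p = 0.014). The mitochondrial permeability transition list had a median of −0.08 with ATP5O, SLC25A3 and SMDT1 lower of 17 (3 adjusted over the list alone, adjusted p = 0.00289). The 6 p53 inhibitors, with only PPM1D lower, had a median of −0.10 (2 lower adjusted over the list alone, adjusted p = 0.0408; adjusted p = 0.0725 with an estimated correlation). That call also ended without T0 A (0.0581), T0 B (0.0822), DMSO A (0.0763) or DMSO B (0.073). The 376 olfactory receptor genes, a negative control not needed for growth, had a median of 0.02 with 4 higher (OR51M1, OR52R1, OR5AR1, OR5M9) and 2 lower (OR4X1, OR4X2), and −0.05 when libraries were scaled to the non-targeting guides. The other 15 screen lists had no call. Scaling to the non-targeting guides gave 11 genes higher and 2596 lower and ended the call of OR5AR1 (adjusted p = 0.0508). A fit of only the 6 libraries compared called 25 genes. Leaving out T0 A, T0 B, T0 C or DMSO A gave 594, 540, 545 and 604 genes. OR5AR1 lost its call without T0 A (0.0975), T0 C (0.133), DMSO A (0.111) or DMSO B (0.0815), and KCNK10 without T0 C (0.0515). On summed counts edgeR put BCL2L1 at −0.17 and called TOP2A (−0.30, adjusted p = 0.000334), and scaling to the non-targeting guides called CDKN1A (−0.22, adjusted p = 0.0086).

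In p53 KO cells, growth for 96 h also removed guides against GAPDH (−0.68 ± 0.58, 5 of 6 guides, adjusted p = 0.00254). They were followed by those against SRP14, a subunit of the signal recognition particle (−0.59 ± 0.59, 4 of 6 guides, adjusted p = 0.000983), and LONP1, a protease of the mitochondrial matrix (−0.58 ± 0.40, 6 of 6 guides, adjusted p = 0.000803). Guides against POP5, a subunit of RNase P (−0.58 ± 0.66, adjusted p = 0.000983), and GPX4, which protects lipids from peroxidation (−0.55 ± 0.28, adjusted p = 0.00117), were also lost. The largest gains were of OR51M1, an olfactory receptor (0.23 ± 0.15, 5 of 5 guides, adjusted p = 0.00364), and AMPH, a membrane-bending protein of nerve terminals (0.21 ± 0.26, 5 of 6 guides, adjusted p = 0.0435). SGTA, a co-chaperone, followed (0.21 ± 0.20, 5 of 6 guides, adjusted p = 0.0214). Guides against TOP2A (−0.20, adjusted p = 0.498) did not pass the test. In all, 417 of 19044 genes changed, 41 higher and 376 lower, and 9 higher and 1112 lower when scaled to the non-targeting guides.

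The cytosolic ribosome again fell in p53 KO growth, with a median of −0.21 and 16 of 77 lower (48 adjusted over the list alone, camera adjusted p = 4.04e-31), including RPL4 (−0.27 ± 0.15, adjusted p = 0.008). The mitochondrial ribosome had a median of −0.14 with 9 of 75 lower (27 adjusted over the list alone, adjusted p = 3.09e-16), including MRPL39 (−0.48 ± 0.22, adjusted p = 0.000983) and MRPL33 (−0.34 ± 0.36, adjusted p = 0.00595). DNA replication had a median of −0.09 with 6 of 39 lower (1 higher and 13 lower adjusted over the list alone, adjusted p = 1.02e-08). Glycolysis had a median of −0.04 with ALDOA, GAPDH and PGAM1 lower of 20 (7 adjusted over the list alone, adjusted p = 0.000472). Lists for Mediator (MED1, MED8 and MED9 lower), the proteasome (PSMD3), ATP synthase (ATP5I), respiratory complexes III and IV (COX6A1) and the ATR-CHK1 checkpoint (PKMYT1 and RAD9A) also fell, with medians of −0.09, −0.09, −0.08, −0.06 and −0.09. The death receptor list had a median of 0.05 with 0 of 11 genes called (adjusted p = 0.00886), and the homologous recombination and Fanconi anaemia list −0.04 with 0 of 34 called. The olfactory receptors had a median of 0.02, with OR2AT4 and OR51M1 higher, and −0.03 when scaled to the non-targeting guides.

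Calls of 3 of the KO growth lists were weaker. Ferroptosis, in which only GPX4 was called, had a median of −0.04 (adjusted p = 0.0428; adjusted p = 0.0924 with an estimated correlation; 0.0772, 0.0629, 0.0542 and 0.144 without T0 A, T0 B, DMSO A and DMSO B). Complex I had a median of −0.03 with 0 of 50 genes called (adjusted p = 0.0407; adjusted p = 0.405 with an estimated correlation, 0.0848 by fry, and 0.0617, 0.0682, 0.0539 and 0.207 without T0 A, T0 B, DMSO A and DMSO C). The homologous recombination call (adjusted p = 0.0368) ended without T0 B (0.115), DMSO A (0.102) or DMSO C (0.0675). The fit of only the libraries compared called 0 genes with fry (2180 at an unadjusted p under 0.05, no other tool run on it). Leaving out T0 A, T0 B, T0 C, DMSO A or DMSO B gave 191, 209, 185, 244 and 233. AMPH lost its call when scaled to the non-targeting guides (0.0933) and without T0 A (0.11), T0 B (0.122), T0 C (0.128), DMSO A (0.122) or DMSO C (0.13). SGTA lost it on summed counts (0.202) and without T0 B (0.0819), T0 C (0.07), DMSO A (0.0675) or DMSO B (0.0553). COX6A1 lost it without T0 A (0.0855), T0 B (0.0725), T0 C (0.0904), DMSO B (0.0797) or DMSO C (0.09), and SRP14 stood at −0.38 in edgeR on summed counts.

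Whether growth effects depended on p53 was tested as the KO effect minus the WT effect. The only gene called of 19044 was SOX14, a transcription factor of the developing nervous system, at −0.31 ± 0.05 (4 of 4 guides lower, adjusted p = 0.0372), against 1522 genes at an unadjusted p under 0.05. Mitochondrial ribosome genes were lost less in KO cells, with a median difference of 0.09 (adjusted p = 8.26e-09) and 0 of 75 called singly, MRPL17 (0.33, adjusted p = 0.48) and MRPL36 (0.28, adjusted p = 0.458) among them. ATP synthase (0.09, adjusted p = 0.00772) and DNA replication (0.08, adjusted p = 0.0337) also differed by camera but not with an estimated correlation (adjusted p = 0.169 with an estimated correlation for each) or by fry (0.0829 and 0.0925). The ATP synthase call ended without KO T0 C (0.0515), and the DNA replication call without WT T0 A (0.054), WT T0 B (0.16), WT DMSO A (0.217), KO T0 C (0.121) or KO DMSO C (0.0963). SOX14 lost its call when scaled to the non-targeting guides (0.112) and on summed counts (0.328). It also lost it without WT T0 C (0.107), WT DMSO A (0.111), WT DMSO C (0.117), KO T0 A (0.073), KO T0 B (0.0821), KO T0 C (0.0955), KO DMSO A (0.0763), KO DMSO B (0.132) or KO DMSO C (0.115). Without WT DMSO B 4 genes were called.

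Etoposide was compared with DMSO at 96 h, first in p53 WT cells. Among the largest losses was that of guides against CDKN1A, the p53 target that encodes the cell-cycle inhibitor p21 (−0.46 ± 0.33, 5 of 5 guides lower, adjusted p = 0.00107). Then came HIST1H1C, a linker histone (−0.29 ± 0.30, 6 of 6 guides lower, adjusted p = 0.0244), and CFLAR, an inhibitor of caspase-8 (−0.26 ± 0.14, 6 of 6 guides, adjusted p = 0.0401). Among the largest gains were those of GAPDH (0.89 ± 0.54, 6 of 6 guides, adjusted p = 0.00153) and TP53RK (0.60 ± 0.35, 5 of 5 guides, adjusted p = 0.00879). Guides against both genes had been lost in DMSO. Guides against TOP2A, the target of etoposide (0.32 ± 0.18, adjusted p = 0.218), and MDM2, the ubiquitin ligase of p53 (0.02, adjusted p = 0.919), did not pass the test. In all, 228 of 19044 genes changed, 202 higher and 26 lower, and 585 higher and 12 lower when scaled to the non-targeting guides.

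Mitochondrial ribosome genes rose as a group in p53 WT cells given etoposide, with a median of 0.22 and 17 of 75 higher and none lower (49 adjusted over the list alone, camera adjusted p = 3.99e-51). Among them were MRPL33 (0.50 ± 0.32, adjusted p = 0.00153) and MRPS12 (0.43 ± 0.12, adjusted p = 0.00419). The cytosolic ribosome had a median of 0.14 with RPL19, RPL28, RPL35A and RPS7 higher of 77 (19 adjusted over the list alone, adjusted p = 7.42e-17). ATP synthase had a median of 0.14 with ATP5B, ATP5F1, ATP5I, ATP5J2 and ATP5O higher of 15 (7 adjusted over the list alone). Glycolysis had a median of 0.05 and a mean of 0.16, with 6 of 20 higher (7 adjusted over the list alone, adjusted p = 5.94e-09). Those include ENO1 (0.54 ± 0.24, adjusted p = 0.00229) and ALDOA (0.46 ± 0.37, adjusted p = 0.00341). Smaller rises passed for DNA replication (median 0.08, 0 called), the ATR-CHK1 checkpoint (0.08, RAD9A called, adjusted p = 0.00386), complexes III and IV (0.06, CYCS called, adjusted p = 0.0037) and the permeability transition list (0.03, ATP5O and SMDT1 called). Complex I had a median of 0.06 with NDUFS5 called (adjusted p = 0.000213; adjusted p = 0.117 with an estimated correlation, and 0.208 without DMSO C).

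The WT etoposide calls with fry all rest on the joint fit. A fit of only the libraries compared called 0 genes with fry (1898 at an unadjusted p under 0.05, no other tool run on it). Against T0 in place of DMSO 78 genes were called. Leaving out DMSO A, DMSO B, etoposide A, B or C gave 147, 134, 134, 123 and 119. HIST1H1C lost its call without DMSO C (0.0641), etoposide A (0.0786) or etoposide C (0.0981). CFLAR lost it when scaled to the non-targeting guides (0.0691) and without DMSO A (0.058), DMSO B (0.119), DMSO C (0.115), etoposide A (0.126), etoposide B (0.133) or etoposide C (0.0881). CYCS lost it without DMSO A (0.0916), B (0.0817) or C (0.126) and without etoposide A (0.11), B (0.0853) or C (0.125). ATP5B lost it without DMSO A (0.0552), B (0.076) or C (0.0653) and without etoposide B (0.0732) or C (0.0622). RAD9A lost it without DMSO A (0.0898) or B (0.0812) and without etoposide A (0.0755), B (0.0669) or C (0.0656). NDUFS5 lost it without DMSO B (0.0813), etoposide A (0.076) or etoposide C (0.065). On summed counts edgeR called TOP2A (0.32, adjusted p = 0.000188).

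In p53 KO cells, etoposide raised guides against POP5 (0.83 ± 0.74, 6 of 6 guides, adjusted p = 9.78e-05) and the growth-promoting transcription factor MYC (0.79 ± 0.35, 6 of 6 guides, adjusted p = 9.78e-05). Next was ELP5, a subunit of the tRNA-modifying Elongator complex (0.70 ± 0.42, 5 of 6 guides, adjusted p = 0.000409). Guides against TOP2A rose by 0.63 ± 0.56 (5 of 6 guides, adjusted p = 0.0125), and those against PMAIP1, which encodes the pro-apoptotic protein NOXA, by 0.37 ± 0.19 (6 of 6 guides, adjusted p = 0.000885). The largest losses were of SREBF2, a regulator of cholesterol synthesis (−0.41 ± 0.22, 5 of 5 guides, adjusted p = 0.00715), and LIG4, the ligase of non-homologous end joining (−0.40 ± 0.34, 6 of 6 guides, adjusted p = 0.00451). RNF31, a subunit of the linear ubiquitin ligase complex, followed (−0.35 ± 0.25, 6 of 6 guides, adjusted p = 0.014). Guides against CDKN1A (−0.17, adjusted p = 0.0729), MDM2 (−0.10, adjusted p = 0.647), BCL2L1 (−0.27, adjusted p = 0.11) and CFLAR (−0.21, adjusted p = 0.0929) did not pass. In all, 450 of 19044 genes changed, 349 higher and 101 lower, and 522 higher and 61 lower when scaled to the non-targeting guides.

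Mitochondrial, ribosomal and glycolytic groups rose in p53 KO cells with etoposide. The mitochondrial ribosome had a median of 0.20 with 29 of 75 higher (45 adjusted over the list alone, camera adjusted p = 2.02e-36), including MRPL39 (0.60 ± 0.31, adjusted p = 0.000225) and MRPL33 (0.57 ± 0.44, adjusted p = 0.000381). Complex I of the respiratory chain had a median of 0.11 with NDUFA6, NDUFAF3, NDUFAF5, NDUFB2 and NDUFB8 higher of 50 (17 higher and 1 lower adjusted over the list alone, adjusted p = 5.53e-10). Complexes III and IV had a median of 0.09 with 7 of 37 higher (12 adjusted over the list alone), such as the assembly factor COX11 (0.27 ± 0.26, adjusted p = 0.011). ATP synthase had a median of 0.19 with ATP5A1, ATP5B, ATP5F1, ATP5I and ATP5O higher of 15 (9 adjusted over the list alone). Glycolysis had a median of 0.13 with 8 of 20 higher (11 adjusted over the list alone, adjusted p = 4.06e-12), including PGAM1 (0.45 ± 0.19, adjusted p = 0.00153) and PKM (0.32 ± 0.24, adjusted p = 0.00243). The cytosolic ribosome had a median of 0.20 with 15 of 77 higher (51 adjusted over the list alone, adjusted p = 5.4e-33). The protease LONP1 (0.62 ± 0.48, adjusted p = 0.000451) rose as well.

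In p53 KO cells given etoposide, intrinsic apoptosis effectors had a median of 0.06 and a mean of 0.12 with CYCS, which encodes cytochrome c (0.47 ± 0.36, adjusted p = 0.0055), and PMAIP1 higher of 18 (3 adjusted over the list alone, adjusted p = 0.00147). AIFM1, a mitochondrial flavoprotein of the parthanatos list, rose by 0.40 ± 0.26 (adjusted p = 0.0015). The 9 anti-apoptotic genes had a median of −0.11 with 0 called (2 lower adjusted over the list alone, adjusted p = 0.0193, but 0.0553 without etoposide C). Non-homologous end joining had a median of −0.05 with only LIG4 called of 18 (adjusted p = 0.0418; adjusted p = 0.0606 with an estimated correlation; 0.0708, 0.0895, 0.0583 and 0.0657 without DMSO A, DMSO C, etoposide A and etoposide C). The olfactory receptors had a median of −0.03 with 7 of 376 lower (camera adjusted p = 0.000672). The negative control thus passed by camera here. Calls of lists with medians of about this size are therefore not shown to be specific to their genes. The fit of only the libraries compared called 0 genes with fry (2136 at an unadjusted p under 0.05, no other tool run on it). T0 as the reference gave 58 genes. Leaving out DMSO A, DMSO B, etoposide A or etoposide B gave 268, 285, 207 and 211 genes. TOP2A lost its call without DMSO A (0.0506). RNF31 lost it without DMSO A (0.0525), DMSO C (0.051), etoposide A (0.0554) or etoposide B (0.0594), and NDUFA6 without etoposide B (0.0548). CDKN1A passed without DMSO B (−0.23, adjusted p = 0.0126) and BCL2L1 without DMSO C (−0.34, adjusted p = 0.0413), and ELP5 stood at 0.45 in edgeR on summed counts.

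**Figure D1:**
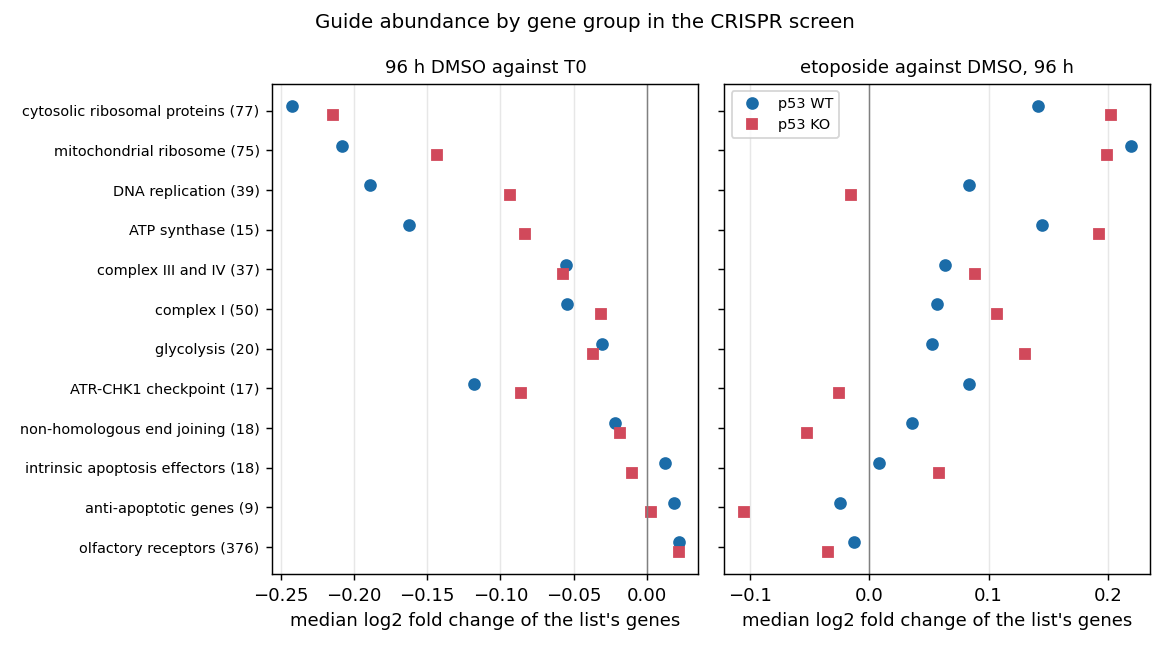
Median log2 fold change of the genes of 12 lists (number of genes in brackets) over 96 h in DMSO against T0 (left) and for etoposide against DMSO (right), in p53 WT (circles) and p53 KO (squares) cells. The mitochondrial ribosome moved from −0.21 and −0.14 on the left to 0.22 and 0.20 on the right, while the median for DNA replication with etoposide was 0.08 in WT and below 0 in KO cells.

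The etoposide effects of the genotypes were then subtracted, KO minus WT. No gene of 19044 passed the adjusted threshold with fry (smallest adjusted p = 0.127), although 1803 had an unadjusted p under 0.05. On summed guide counts edgeR called 10 genes, limma on mean log2 CPM 10, and DESeq2 on summed counts 99. Guides against the checkpoint genes RAD9A (−0.68 ± 0.54, adjusted p = 0.191), HUS1 (−0.55 ± 0.40, adjusted p = 0.191) and ATR (−0.40 ± 0.29, adjusted p = 0.191) had the lower values in KO cells. RAD9A and HUS1 passed in edgeR on summed counts (0.000699 and 0.00134). Those against CDKN1A (0.29 ± 0.23, 5 of 5 guides, adjusted p = 0.191), PMAIP1 (0.27 ± 0.21, adjusted p = 0.209) and TOP2A (0.31, adjusted p = 0.597) had higher ones. MDM2 (−0.12, adjusted p = 0.793) and LIG4 (−0.32 ± 0.44, adjusted p = 0.279) had lower ones. As groups, the ATR-CHK1 checkpoint was lower in KO cells (median difference −0.11, 4 lower adjusted over the list alone, camera adjusted p = 0.000221). So was non-homologous end joining (−0.07, 3 lower adjusted over the list alone, adjusted p = 0.00597; adjusted p = 0.0495 with an estimated correlation).

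Calls for 5 further lists were lost with an estimated correlation. DNA replication was lower in KO cells (−0.11, camera adjusted p = 0.00122; adjusted p = 0.0674 with an estimated correlation). The cytosolic ribosome (0.08, adjusted p = 0.00053; 0.0693 with an estimated correlation), complexes III and IV (0.05, adjusted p = 0.0214; 0.0693) and complex I (0.04, adjusted p = 0.0419; 0.426) were higher. The p53 pathway list, which holds CDKN1A, was higher by 0.11 (3 higher adjusted over the list alone, adjusted p = 0.0396; adjusted p = 0.111 with an estimated correlation). Its call ended without WT DMSO C (0.145), WT etoposide A (0.066), WT etoposide B (0.051), KO DMSO B (0.16), KO DMSO C (0.0793) or KO etoposide B (0.0985). Complexes III and IV lost theirs without WT DMSO A (0.0643), WT etoposide A (0.0636), KO DMSO C (0.103) or KO etoposide B (0.077). Complex I lost its call by fry (0.28) and without WT DMSO A (0.408), WT DMSO B (0.307), WT etoposide A (0.0636), B (0.051) or C (0.0634), KO DMSO C (0.166) or KO etoposide B (0.0899).

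**Figure D2:**
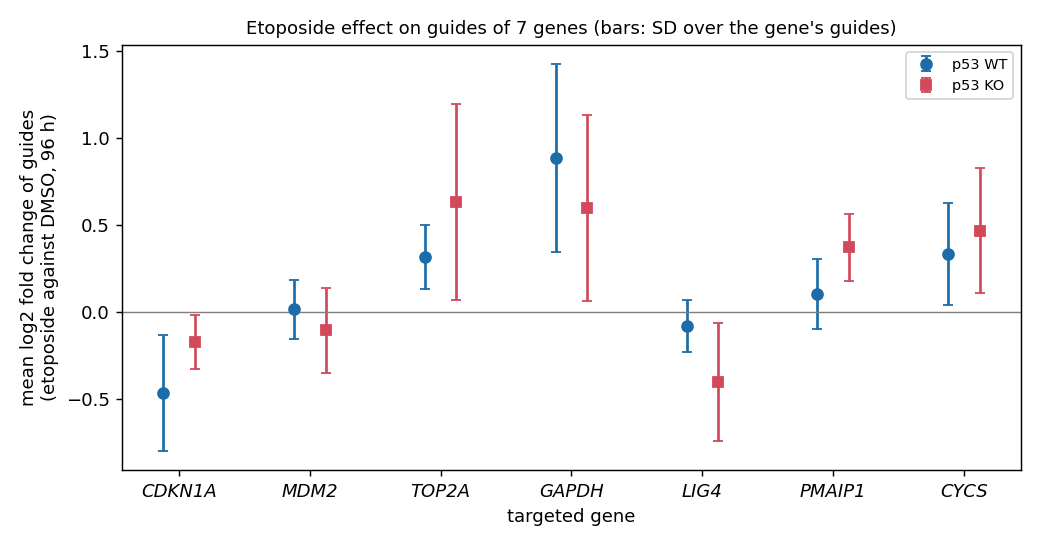
Mean log2 fold change, etoposide against DMSO, of guides against 7 genes in p53 WT (circles) and p53 KO (squares) cells, with bars for the SD over a gene's guides. CDKN1A guides stood at −0.46 in WT and −0.17 in KO cells, LIG4 guides at −0.40 in KO cells, and TOP2A guides at 0.32 and 0.63; none of the differences between genotypes passed the adjusted threshold.

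Recipients after 8 h in medium of WT donors with DMSO were compared with recipients at T0. No library was kept 8 h in unconditioned medium, so time, change of medium and handling are part of this difference. The largest falls were of CSF2, CXCL8 and LINC00473. CSF2, a cytokine of myeloid cells, went from 132 counts to 2 over the group (69.2-fold lower, 95% interval 18.8 to 578). CXCL8, a neutrophil chemokine, fell by 5.87 ± 0.17 (SE, n = 2 libraries a group, adjusted p = 5.84e-14), and the non-coding RNA LINC00473 went from 83 counts to 3 (29-fold lower, 95% interval 9.59 to 144). The chemokine CCL2 (−4.41 ± 0.16), the cytokine IL6 (−3.31 ± 0.34, adjusted p = 5.17e-07), the growth factor HBEGF (−2.99 ± 0.09), the stress cytokine GDF15 (−2.66 ± 0.24) and CDKN1A (−0.35 ± 0.09, adjusted p = 0.00499) fell too. The largest rises were of MTRNR2L8, a nuclear copy of a mitochondrial ribosomal RNA gene whose reads cannot be told from the original (2.79 ± 0.48, adjusted p = 0.000163). Behind it were the potassium channel KCNJ11 (2.41 ± 0.43, adjusted p = 0.000275) and the nuclear protein CSRNP3 (2.39 ± 0.45, adjusted p = 0.000362). CHAC1, an enzyme of glutathione breakdown induced by amino acid shortage, rose (2.07 ± 0.09, adjusted p = 1.23e-11), while MDM2 did not pass (0.03, adjusted p = 0.766). Of 23 interferon-stimulated genes IFIT1 rose (1.24 ± 0.22, adjusted p = 0.000285) and 6 fell, among them CMPK2 (−1.91 ± 0.50), OASL (−1.86 ± 0.35) and IFI6 (−1.57 ± 0.24), and the list did not pass by camera (median −0.25, adjusted p = 0.0991; 0.00442 by fry). CMPK2 did not pass in DESeq2 (0.0544) or without T0 A (0.071) or WT DMSO B (0.086).

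In all, 5447 of 15391 transcripts changed in conditioned medium, 2737 higher and 2710 lower, and 223 rose and 673 fell by more than 2-fold. NF-kB inflammatory targets had a median of −1.71 with 26 of 28 lower (camera adjusted p = 3.77e-25). Immediate early genes, which respond to serum and stress, had a median of −0.99 with 25 of 31 lower and EGR1 higher (adjusted p = 1.08e-16), including NR4A3 (−4.41 ± 0.20) and JUNB (−2.06 ± 0.09). STAT3 targets had a median of −0.67 with 11 of 16 lower and SOCS1 higher (adjusted p = 4.61e-07), such as SOCS3 (−1.30 ± 0.10). TGF-beta targets had a median of −0.43 with 13 of 22 lower (14 adjusted over the list alone). p53 targets had a median of −0.26 with 17 of 35 lower and BBC3, POLH, PPM1D and SESN2 higher (adjusted p = 0.000565). Genes of G2 and M phase rose, with a median of 0.49 and 31 of 34 higher (32 adjusted over the list alone), including the mitotic kinesins CENPE (1.09 ± 0.08) and KIF20A (0.91 ± 0.08). The heat shock list had a median of 0.44 with 15 of 18 higher and CRYAB and HSPB8 lower, including the near-identical copies HSPA1A (1.66 ± 0.08) and HSPA1B (1.72 ± 0.09), which share reads. Cytosolic ribosomal proteins had a median of −0.19 with 34 of 77 lower and 3 higher, RPL14 and RPS25 among them, a call lost with an estimated correlation (adjusted p = 0.486 with an estimated correlation). The count was 715 against a fold of 1.5 and 3618 without T0 B. CDKN1A lost its call without T0 B (0.0566) or WT DMSO A (0.0784).

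Medium of etoposide-treated donors was compared with medium of DMSO-treated donors of the same genotype, to see what treated cells pass on to others. With WT donors, recipients raised CCL4, a macrophage chemokine, from 2 counts to 280 over the group (145-fold higher, 95% interval 39.8 to 1205). They raised GDF15 by 5.32 ± 0.18 (SE, n = 2 libraries a group, adjusted p = 2.32e-13) and CCL3, a relative of CCL4, by 5.13 ± 0.42 (adjusted p = 2.16e-08). CCL3 and CCL4 have near-identical copies that may share their reads. CDKN1A rose by 2.01 ± 0.09 (adjusted p = 1.16e-11), from 306 ± 18 to 1231 ± 13 CPM (SD, n = 2). MDM2 rose by 1.40 ± 0.08 (adjusted p = 1.01e-10), CXCL8 by 3.05 ± 0.23 (adjusted p = 7.08e-09) and IL6 by 2.36 ± 0.38 (adjusted p = 9.12e-05). The largest falls were of SHISA3, an inhibitor of WNT and FGF signalling (−3.19 ± 0.25, adjusted p = 1.31e-08), and BMF, a pro-apoptotic BH3-only protein (−3.00 ± 0.35, adjusted p = 2.1e-06). PIF1, a DNA helicase, followed (−2.76 ± 0.09, adjusted p = 2.32e-13). IFIT1 fell by 1.88 ± 0.24 (adjusted p = 6.37e-06), while 6 of 23 interferon-stimulated genes rose, IFIT3 (1.41 ± 0.30), OAS3 (0.90 ± 0.15) and IFIT5 (0.56 ± 0.13) among them, and that list did not pass by camera (median 0.36, adjusted p = 0.113; 0.00903 by fry). IFIT5 did not pass without WT etoposide B (0.0651). RUNX2, the regulator of bone formation, fell by 1.66 ± 0.13.

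With WT donors 5326 of 15391 transcripts changed, 2472 higher and 2854 lower, and 550 rose and 405 fell by more than 2-fold. When only total counts set the scale the split was 3399 higher and 2257 lower. p53 target genes had a median of 1.28 with 34 of 35 higher and 1 not called (camera adjusted p = 1.32e-37), including the death receptor FAS (2.53 ± 0.09, adjusted p = 4.94e-13) and the antiproliferative gene BTG2 (2.11). Genes of G2 and M phase had a median of −1.24 and 34 of 34 fell (adjusted p = 6.05e-41), led by the mitotic kinase PLK1 (−2.68 ± 0.09), KIF20A (−2.25 ± 0.09) and CDC20 (−1.90 ± 0.07). NF-kB inflammatory targets had a median of 1.82 with 23 of 28 higher and none lower (26 adjusted over the list alone, adjusted p = 1.51e-17; adjusted p = 0.0499 with an estimated correlation). Among them were the signalling adaptor TRAF1 (3.72 ± 0.17) and the apoptosis inhibitor BIRC3 (3.41 ± 0.17). Immediate early genes had a median of 0.35 with 16 of 31 higher and FOS and KLF10 lower (16 and 3 adjusted over the list alone, adjusted p = 4.28e-05; adjusted p = 0.192 with an estimated correlation). DUSP5, a phosphatase of ERK, rose by 1.75 ± 0.18. Replication histones, whose copies share reads, had a median of −0.49 with 6 of 13 lower (adjusted p = 0.00448; adjusted p = 0.1 with an estimated correlation). Ribosomal proteins had a median of 0.16 with 25 of 77 higher (24 adjusted over the list alone, adjusted p = 1.32e-06; adjusted p = 0.572 with an estimated correlation). Nuclear-encoded oxidative phosphorylation genes had a median of 0.09 with 6 of 33 higher (5 adjusted over the list alone, adjusted p = 0.0434; adjusted p = 0.57 with an estimated correlation; 0.0635 without WT DMSO A and 0.0887 without WT etoposide B). Against a fold of 1.5 the count was 856, and without WT DMSO A it was 3532.

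With KO donors the largest rises were of LCE1C, a protein of the skin barrier with close paralogs (0 counts against 96 over the group, at least 31.4-fold higher), CCL4 (7.89 ± 0.29, adjusted p = 3.39e-13) and CCL3 (6.94 ± 0.29, adjusted p = 2.02e-12). CXCL8 rose by 5.88 ± 0.17 (adjusted p = 3.86e-14), GDF15 by 5.31 ± 0.17 (adjusted p = 8.8e-14) and the interleukin IL1A by 4.77 ± 0.40 (adjusted p = 2.65e-08). IL6 rose by 2.45 ± 0.36 (adjusted p = 2.48e-05), CDKN1A by 2.35 ± 0.09 (adjusted p = 1.01e-12) and MDM2 by 1.60 ± 0.08. The largest falls were of PIF1 (−3.56 ± 0.10, adjusted p = 2.99e-14), SHISA3 (−3.33 ± 0.26, adjusted p = 1.09e-08) and the transcription factor ATOH8 (−3.15 ± 0.33, adjusted p = 5.27e-07). IFIT1 fell by 2.76 ± 0.31 (adjusted p = 1.07e-06), while 6 of 23 interferon-stimulated genes rose, OAS3 (1.14 ± 0.15) and SAMD9 (0.80 ± 0.17) among them, and that list did not pass by camera (median 0.28, adjusted p = 0.251; 0.0205 by fry). SAMD9 did not pass without KO etoposide A (0.0502). SMAD6, an inhibitor of BMP signalling, fell by 2.30 ± 0.16.

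With KO donors 5728 of 15391 transcripts changed, 2897 higher and 2831 lower, and 637 rose and 503 fell by more than 2-fold. p53 target genes had a median of 1.19 with 34 of 35 higher (camera adjusted p = 6.22e-33), including FAS (2.75 ± 0.09) and BTG2 (2.33). Genes of G2 and M phase had a median of −1.25 and 34 of 34 fell (adjusted p = 3.21e-39), such as PLK1 (−2.83 ± 0.09), KIF20A (−2.69 ± 0.09) and CDC20 (−2.08 ± 0.07). NF-kB inflammatory targets had a median of 1.83 with 25 of 28 higher (26 adjusted over the list alone, adjusted p = 2.95e-20), including BIRC3 (4.17 ± 0.17) and TRAF1 (3.94 ± 0.15). Immediate early genes had a median of 1.23 with 22 of 31 higher and JUND lower (23 and 1 adjusted over the list alone, adjusted p = 1.59e-11), including NR4A3 (2.80 ± 0.22) and HBEGF (2.71 ± 0.09). That median was also 1.23 with EGR4, which had 0 counts in the KO DMSO media libraries, put at its floor of 3 counts. Replication histones had a median of −1.13 with 11 of 13 lower (adjusted p = 1.11e-05), including HIST1H2AC (−2.55 ± 0.19). In both donor comparisons 1584 transcripts were higher and 1813 lower, where independent lists would share 465 and 525, and 45 moved in opposite directions. Against a fold of 1.5 the count was 1073.

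**Figure D3:**
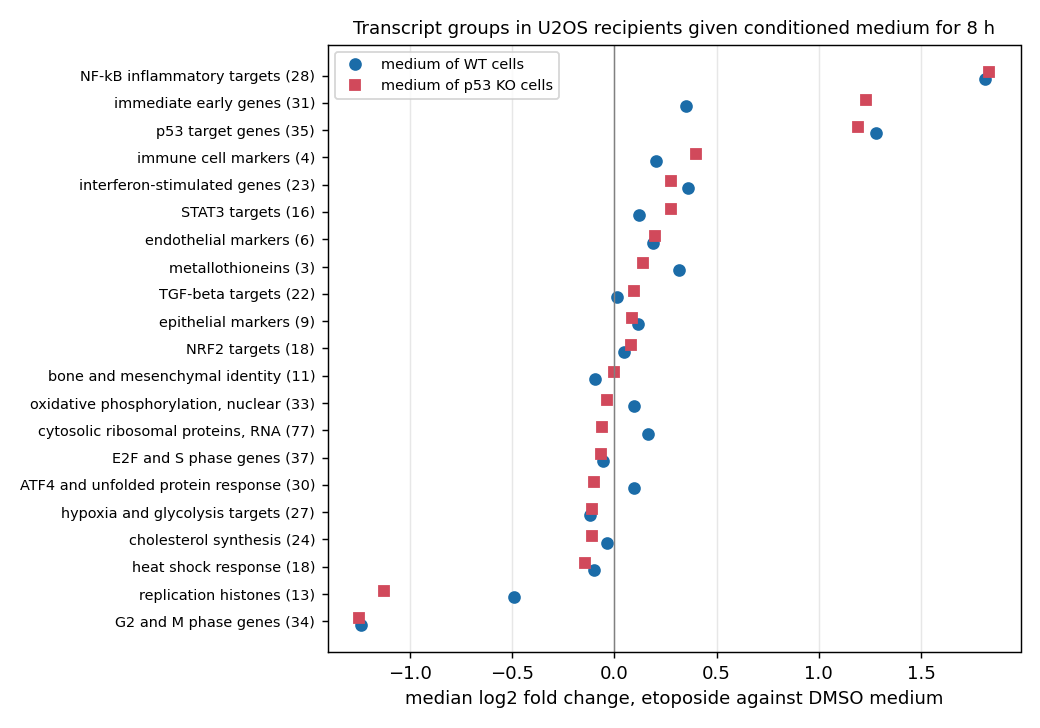
Median log2 fold change of the transcripts of 21 lists (number measured in brackets) in U2OS recipients, etoposide medium against DMSO medium, for WT donors (circles) and p53 KO donors (squares). p53 targets stood at 1.28 and 1.19 and genes of G2 and M phase at −1.24 and −1.25, while immediate early genes stood at 0.35 and 1.23.

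Etoposide media of KO donors were then compared directly with those of WT donors. The largest rises were of MYCT1, a MYC target of low level (3.41 ± 0.45, SE, n = 2 libraries a group, adjusted p = 8.94e-05), and ESM1, a secreted proteoglycan (2.84 ± 0.24, adjusted p = 8.21e-07). CXCL8 was next (2.81 ± 0.12, adjusted p = 6.2e-11) and went from 4.88 ± 0.22 to 34.2 ± 1.7 CPM (SD, n = 2). CCL3 (2.49 ± 0.17, adjusted p = 6.77e-08), CCL20 (2.21 ± 0.20, adjusted p = 1.39e-06), IL24 (2.29 ± 0.26, adjusted p = 2.03e-05) and the survival gene BCL2A1 (2.30 ± 0.28, adjusted p = 3.24e-05) were higher as well. The largest falls were of the uncharacterised transcripts LOC100506895 (−3.33 ± 0.45, adjusted p = 0.00011) and FLJ16779 (−2.57 ± 0.48, adjusted p = 0.00158) and of FAM13C (−1.996 ± 0.24, adjusted p = 3.97e-05). CDKN1A (0.21 ± 0.09, adjusted p = 0.125), MDM2 (0.07, adjusted p = 0.585) and IL6 (0.31 ± 0.27, adjusted p = 0.475) did not pass. FLJ16779 stood at −4.18 without KO etoposide A, and BCL2A1 did not pass in DESeq2 (adjusted p = 0.165). CDKN1A passed without a filter (0.22, adjusted p = 0.0234).

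Between the etoposide media 2166 transcripts differed, 1308 higher and 858 lower with KO donors, and 108 and 127 by more than 2-fold; total counts alone as the scale gave 769 higher and 1552 lower. NF-kB inflammatory targets had a median difference of 0.52 with 15 of 28 higher and CSF1 and IRF1 lower (20 and 3 adjusted over the list alone, camera adjusted p = 1.7e-08; adjusted p = 0.309 with an estimated correlation). Immediate early genes had a median of 0.43 with 17 of 31 higher and ATF3 and JUND lower (19 and 2 adjusted over the list alone, adjusted p = 1.49e-08; adjusted p = 0.295 with an estimated correlation). HBEGF (1.24 ± 0.08) and PHLDA1, which has a pleckstrin homology domain (1.90 ± 0.14), were higher. E2F and S phase genes had a median of −0.15 with 8 of 37 lower and E2F7 higher (13 and 1 adjusted over the list alone, adjusted p = 0.000203; adjusted p = 0.376 with an estimated correlation). Genes of G2 and M phase had a median of −0.14 with CCNA2, CCNB2, HMMR, KIF20A and NUSAP1 lower of 34 (adjusted p = 0.000213; adjusted p = 0.376 with an estimated correlation). Ribosomal proteins had a median of −0.09 with RPL37 and RPS12 lower of 77 (adjusted p = 0.00172; adjusted p = 0.649 with an estimated correlation, 0.303 by fry, and 0.642 without KO etoposide A). The p53 target list did not differ as a group (median −0.00, 6 higher, 5 lower and 24 not called, adjusted p = 0.78), although TP53I3, a redox enzyme, was lower (−0.56 ± 0.07, adjusted p = 5.52e-05). IFIT1 was lower by 1.49 ± 0.36 (adjusted p = 0.0102), but not without WT etoposide A (0.0809) or KO etoposide B (0.132). The count was 63 against a fold of 1.5, and 1003, 864, 776 and 1055 without WT etoposide A, WT etoposide B, KO etoposide A and KO etoposide B.

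The authors' deposited table makes the same comparison with DESeq2. It lists 13638 genes, 13109 of them with an adjusted p, and of these 1603 were under 0.05 in the authors' deposited table, 1036 higher and 567 lower with KO donors. Across genes, which are not independent replicates, its log2 fold changes correlated with those computed here at r = 0.99997. Of the matched genes 2094 were called here, and 1594 were called both here and in the authors' deposited table, all in the same direction. For CXCL8 the authors' deposited table gives 2.80 with a standard error of 0.17, for CCL20 2.22, for BCL2A1 2.30 with an adjusted p of 0.168, and for IL6 0.31 with an adjusted p of 0.703.

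DMSO media of KO and WT donors differed less. FOS (−1.93 ± 0.28, SE, n = 2 libraries a group, adjusted p = 0.0139), FOSB (−1.78 ± 0.30, adjusted p = 0.0243) and EGR1 (−1.73 ± 0.24, adjusted p = 0.013), immediate early transcription factors, were lower with KO donors. ESM1 (2.72 ± 0.60, adjusted p = 0.0344), KRTAP2-3, a keratin-associated protein with near-identical copies (1.78 ± 0.29, adjusted p = 0.0243), and SH3PXD2A-AS1, an antisense transcript whose strand was not stated to be counted (1.63 ± 0.38, adjusted p = 0.0395), were higher. CXCL8 (−0.03, adjusted p = 0.982), CDKN1A (−0.13, adjusted p = 0.454) and MDM2 (−0.14, adjusted p = 0.344) did not pass. In all, 240 transcripts differed, 122 higher and 118 lower, and 106 higher and 227 lower on total counts alone.

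The DMSO media comparison rested on single libraries. Libraries A and B of KO DMSO media differed more (chi-square per degree of freedom 12.8) than those of the other RNA groups (1.90 to 5.09), and they also enter the KO donor effect of etoposide media and its difference between donors. The count was 0 without WT DMSO A or WT DMSO B, 11 without KO DMSO B and 3047 without KO DMSO A, while a fit of only the 4 libraries compared called 2 transcripts. Without WT DMSO A the adjusted p was 0.263 for ESM1, 0.253 for KRTAP2-3 and SH3PXD2A-AS1 and 0.248 for FOS, FOSB and EGR1. Without WT DMSO B it was 0.219 for ESM1, 0.2 for KRTAP2-3, 0.272 for SH3PXD2A-AS1, 0.097 for FOS and EGR1 and 0.181 for FOSB. Without KO DMSO B it was 0.487 for ESM1 (at 0.98) and 0.404 for SH3PXD2A-AS1, KRTAP2-3 stood at 0.80, and without KO DMSO A CDKN1A passed at −0.28 (0.00729). By camera 7 lists differed, with medians of 0.15 for NF-kB inflammatory targets (CCL2 called), 0.12 for heat shock, 0.09 for TGF-beta targets (2 called, PMEPA1 among them) and 0.06 for oxidative phosphorylation. The medians were 0.14 for ribosomal proteins (RPL23A and RPL37 called, 20 of 77 higher adjusted over the list alone), 0.23 for replication histones and −0.08 for genes of G2 and M phase. None of the 7 held with an estimated correlation (adjusted p = 0.484 for the G2 and M phase genes and 0.351 for each of the other lists with an estimated correlation) or by fry. Calls also ended without WT DMSO A for histones (0.0532), without WT DMSO B for TGF-beta targets (0.114), without KO DMSO A for histones (0.286), and without KO DMSO B for NF-kB targets (0.143) and G2 and M phase genes (0.203).

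Whether the response to etoposide media depended on the donor's p53 was tested as the KO donor effect minus the WT donor effect. The immediate early transcription factors FOSB (3.40 ± 0.37, SE, adjusted p = 0.000109) and EGR2 (2.06 ± 0.38, adjusted p = 0.0105), with CXCL8 between them (2.84 ± 0.41, adjusted p = 0.00159), had the largest positive differences. EGR1 (2.05 ± 0.33, adjusted p = 0.00454), PHLDA1 (1.44 ± 0.21, adjusted p = 0.00159) and HBEGF (1.07 ± 0.13, adjusted p = 0.000394) followed. The most negative were LOC100506895 (−2.29 ± 0.57, adjusted p = 0.0457), SMAD6 (−1.08 ± 0.21, adjusted p = 0.0138) and SDPR, a caveolar protein (−1.06 ± 0.23, adjusted p = 0.022). FOSB stood at 2.51 ± 0.16 and 2.20 ± 0.31 CPM in DMSO and etoposide media of WT donors and at 0.726 ± 0.28 and 6.82 ± 0.31 with KO donors (SD, n = 2). About as much of the FOSB difference thus lay in the DMSO media as in the etoposide media. For EGR1 and EGR2 most of the difference lay in the DMSO media, where KO and WT donors differed by −1.73 and −1.63. Between etoposide media they did not pass (0.32, adjusted p = 0.38, and 0.44, adjusted p = 0.207). These DMSO media calls ended without single libraries, for EGR2 without WT DMSO A (0.253), WT DMSO B (0.181) or KO DMSO B (0.157). Between etoposide media EGR1 passed without a filter (0.33, adjusted p = 0.00144) and without WT etoposide B (1.06, adjusted p = 0.00161). CDKN1A (0.34, adjusted p = 0.158), MDM2 (0.21, adjusted p = 0.31) and IL6 (0.09, adjusted p = 0.958) did not pass. In all, 326 of 15391 transcripts passed, 231 higher and 95 lower, and 154 higher and 144 lower on total counts alone.

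Among lists, immediate early genes responded more to KO donors, with a median difference of 0.41 and 8 of 31 higher and JUND lower (camera adjusted p = 1.03e-06; adjusted p = 0.255 with an estimated correlation, 0.0531 by fry). NF-kB inflammatory targets had a median of 0.10 with CXCL8, IER3, LIF and PTGS2 higher of 28 (adjusted p = 0.00502; adjusted p = 0.386 with an estimated correlation, 0.107 by fry, and 0.392 without KO DMSO A). Ribosomal proteins had a median of −0.21 with RPL13 and RPL37 lower of 77 (26 adjusted over the list alone, adjusted p = 7.68e-17; adjusted p = 0.386 with an estimated correlation, 0.107 by fry). Oxidative phosphorylation (−0.19, adjusted p = 7.88e-05; adjusted p = 0.378 with an estimated correlation, 0.0531 by fry), E2F and S phase genes (−0.14, adjusted p = 0.00904; 0.386 and 0.194) and replication histones (−0.46, adjusted p = 0.00904; 0.255 and 0.0531) were lower. The E2F call ended without WT etoposide B (0.138) and the histone call without KO DMSO A (0.0735). The count was 46, 38, 150, 36, 1654, 1082 and 30 without WT DMSO A, WT DMSO B, WT etoposide A, WT etoposide B, KO DMSO A, KO DMSO B and KO etoposide A. It was 791 without a filter, 114 in a fit of only the 8 libraries compared and 4 against a fold of 1.5.

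Single transcripts of this interaction also depended on 1 library. CXCL8 did not pass without WT DMSO B (0.0648), nor EGR1 without KO etoposide A (0.0664). EGR2 did not pass without WT DMSO A (0.07), WT etoposide B (0.0543) or KO etoposide A (0.112). LOC100506895 did not pass without WT DMSO A (0.136), WT DMSO B (0.135), WT etoposide A (0.0901), WT etoposide B (0.152), KO etoposide A (0.25) or KO etoposide B (0.135), and stood at −1.15 without KO DMSO A. SMAD6 did not pass without WT DMSO A (0.0688), WT DMSO B (0.0763), WT etoposide B (0.079) or KO etoposide A (0.167). SDPR did not pass without WT DMSO A (0.0715), WT DMSO B (0.128), WT etoposide A (0.0624), WT etoposide B (0.0885), KO etoposide A (0.12) or KO etoposide B (0.0616), and stood at −0.69 without KO DMSO B. LIF did not pass without WT DMSO A (0.0859), WT DMSO B (0.0516), WT etoposide B (0.0823) or KO etoposide A (0.113), and IER3 without WT DMSO B (0.0623) or WT etoposide B (0.0543). RPL37 did not pass without WT DMSO A (0.0759), WT etoposide B (0.0535) or KO etoposide A (0.103). CDKN1A passed without a filter (0.33, adjusted p = 0.0437) and without KO DMSO A (0.50, adjusted p = 0.000814). Markers of immune, epithelial and endothelial cells, with 4, 9 and 6 measured genes, had no call as lists in any of the 6 RNA comparisons. Single members did pass. With WT donors, etoposide media raised ITGAM (3.21 ± 0.43, adjusted p = 1.19e-05) and CLDN4 (0.92 ± 0.23, adjusted p = 0.00502) and lowered CDH1 (−0.74 ± 0.18, adjusted p = 0.00326). In conditioned medium against T0, VWF (−1.11 ± 0.30, adjusted p = 0.00708) and ERG (−0.89 ± 0.13, adjusted p = 4.27e-05) fell.

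**Figure D4:**
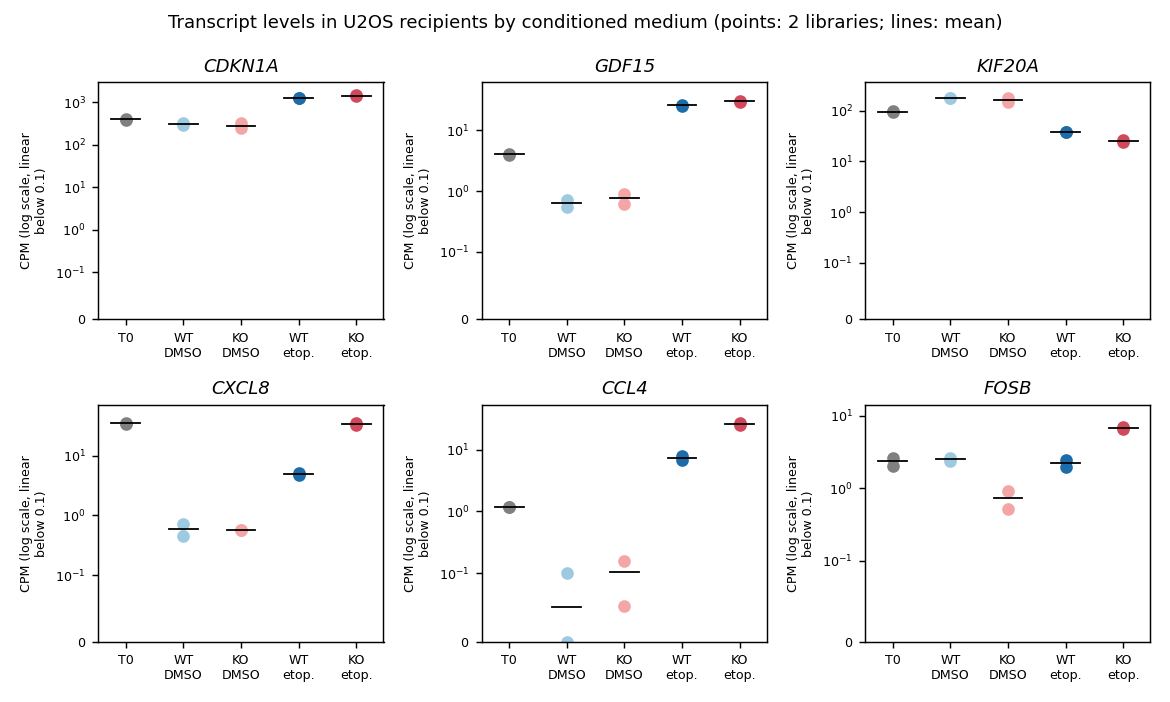
Levels of 6 transcripts in U2OS recipients at T0 and after 8 h in conditioned medium, in CPM on a log axis that is linear below 0.1, with points for the 2 libraries of a group and lines for their mean. CDKN1A stood at 1231 and 1424 CPM with etoposide media of WT and KO donors, while CXCL8 stood at 34.5 at T0, 0.584 and 0.572 in DMSO media, and 4.88 and 34.2 in etoposide media of WT and KO donors.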

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

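The tests of etoposide carry-over, of donor factors that need p53, and of fewer divisions were chosen only after the results were seen.

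The genotypes or donors differed, by a direct test of the difference, in the following results. In the screen the etoposide effect, KO minus WT, differed for the cytosolic ribosome (median difference 0.0765), DNA replication (−0.11), the p53 pathway (0.11), non-homologous end joining (−0.0656), the ATR-CHK1 checkpoint (−0.11), complex I (0.0423) and complexes III and IV (0.0495). With an estimated correlation only the ATR-CHK1 checkpoint and non-homologous end joining passed. The growth effect differed for SOX14 (−0.31, 4 of 4 guides lower), DNA replication (0.0840), ATP synthase (0.0932) and the mitochondrial ribosome (0.0902). Of these lists only the mitochondrial ribosome passed with an estimated correlation. Among recipients of media, 326 transcripts responded differently to etoposide media of the 2 donors, with FOSB (3.40), CXCL8 (2.84) and EGR2 (2.06) at the top and LOC100506895 (−2.29), SMAD6 (−1.08) and SDPR (−1.06) at the bottom. Lists that differed were NF-kB inflammatory targets (0.10), immediate early genes (0.41), E2F and S phase genes (−0.14), oxidative phosphorylation (−0.19), cytosolic ribosomal proteins (−0.21) and replication histones (−0.46), and none of these 6 passed with an estimated correlation or by fry.

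Other splits of the libraries were counted for the screen. For the etoposide interaction the real split called 0 genes with fry (1803 at an unadjusted p under 0.05, and 10, 10 and 99 adjusted by edgeR, limma and DESeq2). All 40 of the 40 splits call at least 0, so this count decides nothing. The highest other split called 105 genes, and what sets that split apart was not tested. For the growth interaction 6 of 40 splits called at least 1 gene, as many as the real split, with 11 as the highest other, so chance cannot be excluded for SOX14. For the 4 comparisons within a genotype the 10 splits are too few for a share under 0.05. In each, 1 split, the real one, gave as many genes, with 913 for WT growth (highest other 0), 417 for KO growth (0), 228 for WT etoposide (1) and 450 for KO etoposide (0).

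Etoposide media of either donor raised p53 targets in recipients (medians 1.28 and 1.19) and lowered genes of G2 and M phase (−1.24 and −1.25). Donor factors whose release needs p53 are argued against as the sole cause. The rise with KO donors was 0.934 of that with WT donors, where such factors alone would call for a ratio under 0.5. A part for them beside another cause is not excluded. Etoposide carried over in the medium would call for a ratio of at least 0.8, which the same 0.934 meets. Both limits were set with the medians known, so meeting the limit of 0.8 is no independent support for carry-over. Factors that donors release without needing p53 stay open and were not tested, as drug levels in the media are not among the values used here. Hence the rise of CDKN1A and the fall of KIF20A may be a direct effect of drug on the recipients, which is a hypothesis only.

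Another pattern is that genes whose guides were lost in DMSO had more guides with etoposide. Noise of the shared DMSO libraries is argued against, since the etoposide effect of 1 genotype correlated across genes with the growth effect of the other, with which it shares no library, at −0.364 and −0.354 where a value above −0.1 was predicted. Fewer divisions under etoposide would leave guides near their T0 level at most. In WT cells the mitochondrial ribosome stood at −0.0108 (SE 0.00897) against T0, which is consistent with that. In KO cells it stood at 0.0739 (SE 0.00789), and at 0.0416 (SE 0.00956) against the non-targeting guides, above T0, so fewer divisions alone are argued against there. An advantage of cells with less mitochondrial translation may add to it. That is a hypothesis only, which was not tested apart from the values above T0 in the same libraries that prompted it.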

How the results depend on the processing

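The RNA fits against T0 were chosen only after the data were seen; the other alternatives were planned. Of 236 named gene results 204 passed the threshold, 195 of them also with DESeq2 size factors, another scale (non-targeting guides or total counts), no filter, another test (edgeR on summed counts or DESeq2) and the replicate block, and 157 also without any 1 library. Single genes were not followed under the other alternatives. Of 93 list calls 58 held with an estimated correlation. The counts of calls depended far more on the setting, and except where fewer libraries or a fold limit explain it, the cause was not tested. Scaling to the non-targeting guides gave 2607, 1121 and 597 genes for WT growth, KO growth and WT etoposide, and 0 for the growth interaction. On summed counts edgeR gave 668, 419, 806 and 10 genes for KO growth, WT etoposide, KO etoposide and the etoposide interaction, limma on mean log2 CPM 648, 424, 754 and 10 with 6 for the growth interaction, and DESeq2 952, 571, 1057 and 99 with 1568 for WT growth and 30 for the growth interaction. Only guides with a mean of 100 counts at T0 gave 2 genes in each interaction. Fits of only the libraries compared, which have fewer libraries to estimate the spread, gave 25 genes for WT growth and, with fry, 0 for KO growth, WT etoposide, KO etoposide and the growth interaction (2180, 1898, 2136 and 1449 at an unadjusted p under 0.05). T0 as the reference gave 78 and 58 genes with etoposide in WT and KO cells. No filter removed a guide in the screen, so that alternative tested nothing there.

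For the RNA a fold limit of 1.5 gave 856 and 1073 transcripts for WT and KO donors, 63 between etoposide media, 0 between DMSO media with edgeR's test (against 3041 at an unadjusted p under 0.05 with no fold limit, and 383 by DESeq2), 4 for the interaction and 715 for conditioned medium. Between DMSO media DESeq2 gave 383, no filter 1186 and only the libraries compared 2, and for the interaction no filter gave 791 and only the libraries compared 114. Total counts alone turned MDM2 between etoposide media to −0.00883 (no call). Against T0 the media of WT and KO donors gave 6310 and 7178 transcripts.

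Leaving out 1 library in turn gave 540 to 765 genes for WT growth, 185 to 280 for KO growth, 119 to 165 for WT etoposide, 207 to 302 for KO etoposide, 0 to 2 for the etoposide interaction and 0 to 4 for the growth interaction. It gave 3532 to 3936 transcripts for WT donors, 776 to 1055 between etoposide media, 0 to 3047 between DMSO media, 30 to 1654 for the interaction and 3618 to 3914 for conditioned medium. In the RNA this leaves 1 library in a group, which is assumed to vary like the other groups. Results that changed sign, none of them called with all libraries, ranged from −0.0525 to 0.0927 (MDM2, WT etoposide), −0.283 to 0.0466 (CDKN1A, DMSO media, called without KO DMSO A, adjusted p = 0.00729), −0.30 to 0.32 (CXCL8, DMSO media), −0.24 to 0.33 (IL6, interaction), −0.17 to 1.06 (EGR1, etoposide media, called without WT etoposide B) and −0.0435 to 0.113 (MDM2, conditioned medium). The cause was not tested.

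The letters are not shown to pair libraries: same-letter correlations ran from 0.028 to 0.102 in KO cells (highest other −0.004), 0.011 to 0.033 in WT cells (highest other 0.009) and −0.037 to 0.103 in the RNA, where 2 of 20 passed 0.1. Each same-letter pair of the screen exceeded each other pair of its genotype, a hint from the data only. With the letter as a replicate block the screen counts were 844, 319, 178, 386, 0 and 0, and the RNA counts 5319, 5713, 2174, 388 (between DMSO media), 363 (interaction) and 5449. The block ended the calls of AMPH (0.21), RAD9A with etoposide in WT cells (0.53), HIST1H1C (−0.29), CFLAR (−0.26) and SOX14 (−0.31), and of no other named gene or list.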

Other observations

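Comparisons of the RNA lists and transcripts with T0 were chosen only after the levels at T0 had been seen.

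Against T0 rather than DMSO, guides against DNA replication genes (median −0.12), the ATR-CHK1 checkpoint (−0.08) and non-homologous end joining (−0.05) were depleted in KO cells with etoposide (adjusted p = 0.000642 with an estimated correlation for each). For DNA replication this is about the same as the loss without drug, with library medians of −0.125 with etoposide and −0.124 with DMSO against T0. For the ATR-CHK1 checkpoint they were −0.104 and −0.071, and for non-homologous end joining −0.0829 and −0.0478. In WT cells with etoposide DNA replication (−0.11, adjusted p = 0.00198 with an estimated correlation) was lower too, and non-homologous end joining (−0.05) passed by camera (adjusted p = 0.0382) but not with an estimated correlation (0.0662). The cytosolic ribosome (−0.10, adjusted p = 1.16e-11), the proteasome (−0.09, adjusted p = 4.81e-08) and Mediator (−0.10, adjusted p = 3.76e-07) also lay below T0 in WT cells, where they had fallen with DMSO too (library medians −0.232, −0.111 and −0.124). Mediator lay below T0 in KO cells with etoposide as well (−0.06, adjusted p = 0.00724 with an estimated correlation), where it had also fallen with DMSO (library median −0.0982). Anti-apoptotic genes lay below T0 with etoposide in WT cells (−0.04, adjusted p = 0.0187 with an estimated correlation) and in KO cells (−0.09, adjusted p = 0.0161 with an estimated correlation). The ATR-CHK1 checkpoint did not pass by camera in WT cells (−0.01, adjusted p = 0.132; 0.0388 by fry). Guides against the mitochondrial ribosome (0.07), glycolysis (0.11), complex I (0.08) and ATP synthase (0.06) were enriched in KO cells. Against the non-targeting guides these stood at 0.0416 (SE 0.00956), 0.0554 (SE 0.0101), 0.0346 (SE 0.00634) and 0.0605 (SE 0.0311), so ATP synthase was within 2 SE of them. In WT cells with etoposide, guides against CDKN1A (−0.60, adjusted p = 0.00021) lay below T0, and those against MYC above it (0.30, adjusted p = 0.043). In KO cells MYC guides stood at 0.50 (adjusted p = 0.00841), LIG4 at −0.36 (adjusted p = 0.0405) and CDKN1A at −0.12 (adjusted p = 0.403). The difference between genotypes did not pass for CDKN1A (0.49, adjusted p = 0.0705), LIG4 (−0.30, adjusted p = 0.579) or MYC (0.20, adjusted p = 0.802).

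Recipients of etoposide media of KO donors had CXCL8 at its T0 level (−0.01 ± 0.10, adjusted p = 0.925), while with WT donors it lay 2.82 ± 0.12 below (−2.82, adjusted p = 6.91e-12). FOSB was higher than at T0 with KO donors (1.54 ± 0.21, adjusted p = 7.84e-06) and not with WT donors (−0.09, adjusted p = 0.812). The direct test between these media gave 2.81 ± 0.12 for CXCL8, as in the report, and 1.62 ± 0.21 for FOSB (adjusted p = 6.69e-05). NF-kB inflammatory targets had a median of −0.54 against T0 with WT donors (adjusted p = 0.000915 by camera, but 0.305 with an estimated correlation) and 0.05 with KO donors (8 higher and 10 lower, adjusted p = 0.981). p53 targets stood above T0 with both (medians 0.90 and 1.01) and genes of G2 and M phase below (−0.74 and −0.89).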
